# Heightened cocaine-seeking in male rats associates with a distinct transcriptomic profile in the medial prefrontal cortex

**DOI:** 10.3389/fphar.2022.1022863

**Published:** 2022-12-14

**Authors:** Christina R. Merritt, Ashley E. Smith, Kamil Khanipov, George Golovko, Kelly T. Dineley, Noelle C. Anastasio, Kathryn A. Cunningham

**Keywords:** cocaine use disorder, cocaine-seeking, medial prefrontal cortex, RNA-sequencing, transcriptomics, 5-HT_2C_R

## Abstract

Drug overdose deaths involving cocaine have skyrocketed, an outcome attributable in part to the lack of FDA-approved medications for the treatment of cocaine use disorder (CUD), highlighting the need to identify new pharmacotherapeutic targets. Vulnerability to cocaine-associated environmental contexts and stimuli serves as a risk factor for relapse in CUD recovery, with individual differences evident in the motivational aspects of these cues. The medial prefrontal cortex (mPFC) provides top-down control of striatal circuitry to regulate the incentive-motivational properties of cocaine-associated stimuli. Clinical and preclinical studies have identified genetic variations that impact the degree of executive restraint over drug-motivated behaviors, and we designed the present study to employ next-generation sequencing to identify specific genes associated with heightened cue-evoked cocaine-seeking in the mPFC of male, outbred rats. Rats were trained to stably self-administer cocaine, and baseline cue-reinforced cocaine-seeking was established. Rats were phenotyped as either high cue (HC) or low cue (LC) responders based upon lever pressing for previously associated cocaine cues and allowed 10 days of abstinence in their home cages prior to mPFC collection for RNA-sequencing. The expression of 309 genes in the mPFC was significantly different in HC vs. LC rats. Functional gene enrichment analyses identified ten biological processes that were overrepresented in the mPFC of HC vs. LC rats. The present study identifies distinctions in mPFC mRNA transcripts that characterizes individual differences in relapse-like behavior and provides prioritized candidates for future pharmacotherapeutics aimed to help maintain abstinence in CUD. In particular the Htr2c gene, which encodes the serotonin 5-HT_2C_ receptor (5-HT_2C_R), is expressed to a lower extent in HC rats, relative to LC rats. These findings build on a plethora of previous studies that also point to the 5-HT_2C_R as an attractive target for the treatment of CUD.

## Introduction

Recent sharp rises in cocaine-related overdoses (Ahmad et al., 2022) associate with a history of cocaine use disorder (CUD) in some individuals (Yoon et al., 2014; John and Wu, 2017; Yule et al., 2018). Recidivism rates are high even among CUD individuals who have undergone rehabilitation (Brandon et al., 2007), and the field currently lacks approved pharmacotherapy to aid in sustaining recovery. Abstinence is challenged by sensitivity to stress, withdrawal symptoms, and cocaine-associated stimuli (e.g., cocaine-associated cues) which can trigger craving and relapse (Hendershot et al., 2011). Functional top-down control of the medial prefrontal cortex (mPFC) over striatal circuitry titrates the incentive-motivational properties of cocaine-associated stimuli (McLaughlin and See, 2003) and mPFC neuroadaptations resulting from chronic cocaine use associate with increased relapse vulnerability (for reviews) (Kalivas, 2005; Van den Oever et al., 2010; Jasinska et al., 2014; Cunningham et al., 2020). Preclinical analyses have illustrated persistent changes in mPFC gene transcripts resulting from cocaine exposure and withdrawal (Freeman et al., 2008; Walker et al., 2018). However, variation within the mPFC transcriptome contributory to individual differences in vulnerability to cocaine-seeking remains underexplored. Genes associated with heightened cue-evoked cocaine-seeking could serve as prioritized targets for neuropharmacological intervention to support abstinence and mitigate relapse in CUD patients particularly vulnerable to cocaine cue-evoked relapse.

The present study quantified cocaine-seeking following a 10-days period of abstinence from cocaine self-administration in outbred, male Sprague-Dawley rats to detect “low cue” (LC) and “high cue” (HC) phenotypes. Rats were categorized into phenotypes based on the degree of lever-presses for cocaine-associated cues. Next-generation sequencing (NGS) and bioinformatics analyses were utilized to identify neurobiological signatures within the mPFC transcriptome that correlate with heightened sensitivity to cocaine-associated cues (Geschwind and Konopka, 2009; Wang et al., 2009; Volkow et al., 2015). We established a unique mPFC transcriptomic landscape in the of HC vs. LC rats which validates known, and identifies, new molecular mechanisms to be interrogated in CUD relapse vulnerability.

## Materials and methods

### Animals

Male, Sprague-Dawley rats (*n* = 12; Envigo, Houston, TX) weighing 250–275 g upon arrival were housed two per cage and maintained on a 12-h light-dark cycle with monitored and controlled temperature (21°C–23°C) and humidity (45%–50%). Rats were acclimated to the colony room for 7 days prior to handling and experimentation and were allowed *ad libitum* access to food and water except during daily operant sessions. Rats were 11 weeks old at the start of operant training. Experiments were carried out in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals (2011) and with the approval of the University of Texas Medical Branch Institutional Animal Care and Use Committee.

### Cocaine self-administration

Rats (*n* = 12) were anesthetized (8.6 mg/kg of xylazine, 1.5 mg/kg of acepromazine, 43 mg/kg of ketamine in bacteriostatic saline) prior to surgical implantation of indwelling jugular catheters with back mounts; rats were allotted 7 days to permit postoperative recovery (Cunningham et al., 2011; Cunningham et al., 2013; Anastasio et al., 2014a; Anastasio et al., 2014b). Rats received a 0.1 ml infusion of a bacteriostatic saline solution containing heparin sodium (10 µ/ml; American Pharmaceutical Partners, East Schaumburg, IL), streptokinase (0.67 mg/ml; Sigma Chemical, St. Louis, MO), and ticarcillin disodium (66.67 mg/ml; Research Products International, Mt. Prospect, IL) into the catheter immediately following daily self-administration sessions to ensure catheter patency during experimentation.

The cocaine self-administration assay utilized standard operant conditioning chambers (Med Associates, Inc., St. Albans, VT) housed within sound-attenuated, ventilated cubicles equipped with fans (Med Associates, Inc.). Operant chambers were fitted with two retractable response levers, a stimulus light above each response lever, a houselight on the wall opposite the response levers, and an external pellet dispenser. In 180-min sessions, rats were trained to perform a lever press response reinforced by infusions (0.75 mg/kg/0./1 ml) of (-)-cocaine HCl (NIDA Drug Supply Program, Bethesda, MD) dissolved in 0.9% NaCl and delivered through syringes loaded daily into infusion pumps (Med Associates, Inc.) (Cunningham et al., 2011; Anastasio et al., 2014a; Anastasio et al., 2014b; Swinford-Jackson et al., 2016). The infusion pumps were connected to liquid swivels (Instech, Plymouth Meeting, PA) fastened to catheters *via* polyethylene 20 tubing encased inside a metal spring leash (Plastics One, Roanoke, VA).

Scheduled responses on the active lever resulted in the delivery of a cocaine infusion over a 6-s period; each infusion was simultaneously paired with the illumination of the house and stimulus lights and activation of the infusion pump (i.e., discrete cue complex paired with cocaine delivery). Inactive lever presses were recorded but had no scheduled consequences. The stimulus light and infusion pump were inactivated following the delivery of cocaine. The house light remained on to signal a timeout period (20 s); lever presses committed during the timeout period had no scheduled consequences. Rats were trained on a fixed ratio (FR) 1 schedule of reinforcement and progressed to a FR5 schedule until stability as assessed by achieving <10% variation in the number of infusions and lever presses for a minimum of three consecutive sessions (within-subjects (phenotype), repeated measures (day), two-way ANOVA; GraphPad Prism 9.2.0) (Cunningham et al., 2013; Anastasio et al., 2014a; Anastasio et al., 2014b; Sholler et al., 2019; Anastasio et al., 2020).

### Cue-reinforced cocaine-seeking

Once stable cocaine self-administration was achieved, individual levels of cue-reinforced cocaine-seeking were assessed in a 60-min session (see experimental timeline, Figure 1A). Lever presses on the previously active lever were reinforced by the cocaine-associated discrete cue complex (stimulus light illuminated, infusion pump activated) in the absence of cocaine, on a FR1 schedule. Inactive lever presses were recorded with no scheduled consequences. Rats were stratified as HC or LC rats based on a median split analysis of the total number of cue-reinforced lever presses on session 12 (unpaired, one-tailed Student’s *t*-test) (Anastasio et al., 2014a; Anastasio et al., 2014b; Fink et al., 2015; Sholler et al., 2020).

**FIGURE 1:**
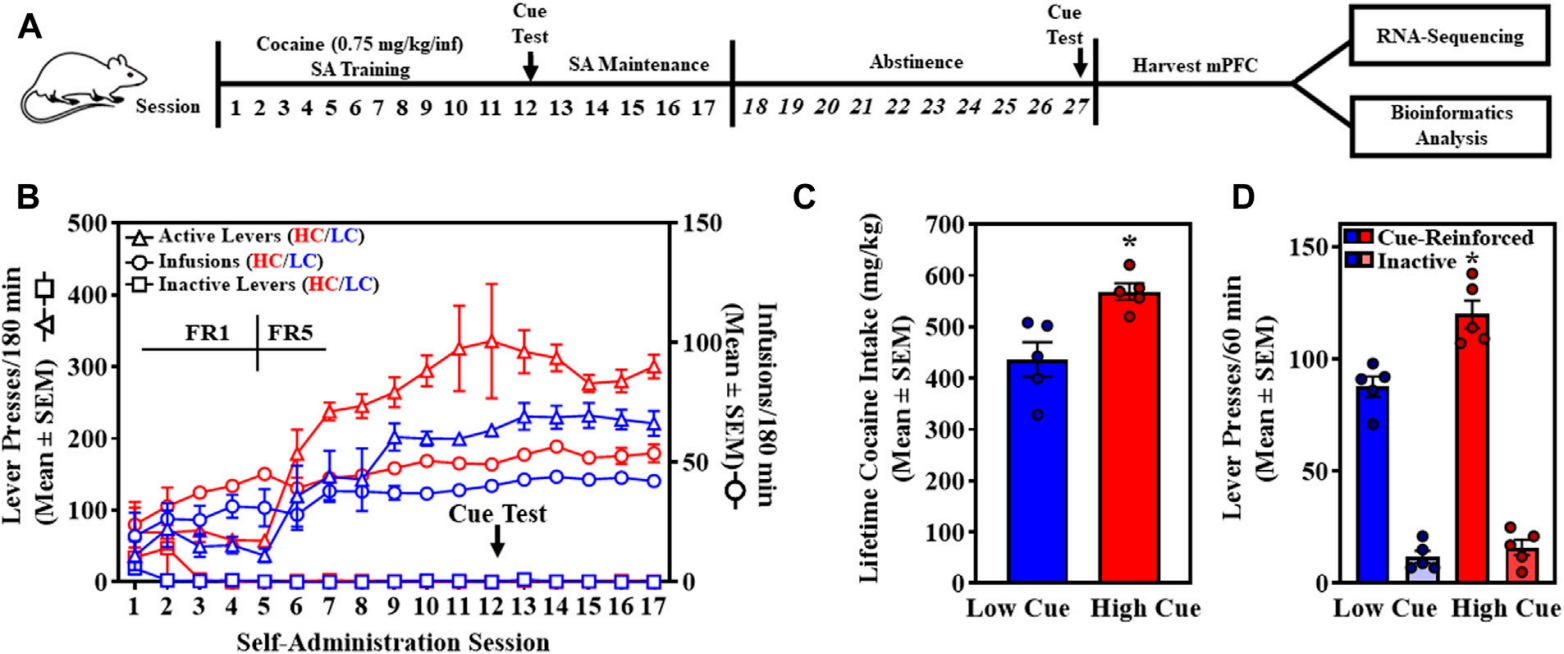
High cue (HC, red) and low cue (LC, blue) rats are stratified by levels of cue-reinforced lever presses in the self-administration (SA) model prior to transcriptomic analyses. **(A)** The experimental timeline is shown. **(B)** The time course of self-administration sessions is presented as the total presses (mean ± SEM) on the active (black circles; left *Y*-axis) or inactive lever (white circles; left *Y*-axis), and total number of cocaine infusions obtained in the 180-min session (purple circles; right *Y*-axis). **(C)** Total lifetime cocaine intake (mg/kg; mean ± SEM) is presented for HC (red) and LC (blue) rats. An unpaired, one-tailed Student’s *t*-test revealed HC rats (*n* = 5) self-administered a significantly higher amount of cocaine (568.31 ± 56.12 mg/kg) relative to LC rats (436.34 ± 33.49 mg/kg) (t_8_ = 3.546, *p* = 0.0076) (unpaired, two-tailed, Student’s *t*-test). **(D)** Total cue-reinforced lever and inactive lever responding during the first cue test on Day 12 (mean ± SEM) are presented for HC (red) and LC (blue). An unpaired, one-tailed Student’s *t*-test revealed HC rats (*n* = 5) displayed significantly higher lever presses (119.8 ± 6.21) for cocaine-associated cues relative to LC rats (*n* = 5; 87.6 ± 4.57) (t_8_ = 4.178, *p = 0.0015). An unpaired, one-tailed Student’s *t*-test revealed inactive lever presses did not differ between HC (16.0 ± 3.49) and LC rats (*n* = 5; 11.8 ± 2.73) (t_8_ = 0.9477, *p* = 0.1855).

Self-administration resumed following the cue probe and continued daily for an additional five maintenance sessions, followed by 10 days of abstinence in home cages and daily handling (Figure 1A). Half of the rats from each phenotype (*n* = 3/phenotype) were randomly selected and a second cue-reinforced cocaine-seeking test was conducted to interrogate maintenance of HC and LC phenotypes on session 27 (Pearson’s correlation). Total lifetime cocaine consumption [daily intake (mg/kg) = infusions per session * cocaine infusion dose (mg/ml) * infusion volume (0.1 ml/infusion) * body weight (kg)-1] for HC and LC rats was also determined (unpaired, two-tailed Student’s *t*-test).

### RNA isolation from mPFC tissue homogenates

Rats (*n* = 12) were anesthetized with chloral hydrate (400 mg/kg) on experimental day 27, and brains were dissected. The mPFC, comprised of infralimbic, prelimbic, and anterior cingulate cortex regions (from Bregma: 3.2–1.2 mm anteroposterior, ±1.2 mm mediolateral, −5.2 mm dorsoventral) (Paxinos and Watson, 2005), was microdissected immediately over ice, flash-frozen in liquid nitrogen, and stored at −80°C for subsequent RNA isolation as previously described (Anastasio et al., 2014a; Anastasio et al., 2014b; Fink et al., 2015; Sholler et al., 2020). The mPFC was homogenized in 10 X W/V extraction buffer (20 mM HEPES, 200 mM NaCl, 1 mM EDTA, 1 mM DTT, 10 μl/ml protease inhibitor cocktail, 10 μl/ml phosphatase inhibitor cocktails 2 and 3 (Sigma-Aldrich, St Louis, MO), and 5 μl/ml RNaseOUT™ Recombinant Ribonuclease Inhibitor (Thermo Fisher Scientific, Waltham, MA). Immediately following homogenization, the sample was transferred to 500 μl of TRI Reagent (Life Technologies, Grand Island, NY), and isolated RNA was purified using RNeasy Mini Kit (Qiagen, Germantown, MD). The RNA concentration and quality were analyzed using Cytation 5 Cell Imaging Multi-Mode Reader (BioTek Instruments, Winooski, VT) and preserved at −80°C until assayed.

### RNA-sequencing and bioinformatics pipeline

Total RNA-sequencing was performed at the University of California Los Angeles Technology Center for Genomics and Bioinformatics. Libraries were prepared using Kapa Stranded RNA-Seq Kit (Kapa Biosystems, Wilmington, MA). During the library preparation step, samples underwent enrichment, cDNA conversion, end repair, A-tailing, multiplexing, and amplification. Next, libraries were sequenced as single-end, 50 base-pair reads using the Illumina Hiseq3000 instrument generating between 16 and 39 million reads per sample. Two samples (*n* = 1/phenotype) did not meet quality control standards and were excluded from all analyses, and our final sample size was ten (*n* = 5/phenotype). The literature supports a minimum of five biological replicates per experimental group for the conduct of transcriptomics analyses *in vitro* and *ex vivo* (Ching et al., 2014). CLC Genomics Workbench v21 (Qiagen Bioinformatics) (Sholler et al., 2020) was used for sequencing quality control and mapping of the RNA-Seq data to the *Rattus norvegicus* reference genome and the collection of the coding sequences (Sholler et al., 2020). Sequencing data were initially trimmed using CLC’s “Trim Reads” module. Reads containing nucleotides below the quality threshold of 0.05 (using the modified Richard Mott algorithm), those with two or more unknown nucleotides or sequencing adapters were trimmed from the dataset. Filtered sequencing reads were then processed using the “RNA-Seq Analysis” module by mapping using a global alignment strategy against the Rat Rnot_6.0.97 annotated reference genome with 95% length fraction and 80% similarity fraction scores. Differential gene expression analysis was performed as part of the “RNA-Seq Analysis” module. The gene expression count was modeled by a separate Generalized Linear Model (GLM), and statistical significance was evaluated using the Wald Test. A volcano plot of differentially expressed genes was rendered using the Volcano Plot tool in Galaxy Version 0.0.5 (Afgan et al., 2018). Functional enrichment analysis was performed separately using Ingenuity Pathway Analysis (IPA) (QIAGEN, Venlo, NL) to determine the biological functions of significantly differentially expressed genes. The most significant functional pathways [−log10 (*p*-value) ≥ 1.3] were then evaluated. The genes associated with behavioral pathways by IPA were extracted and further evaluated using the Cytoscape (Shannon et al., 2003) application ClueGo (Bindea et al., 2009). As a result, we remapped the significant, differentially expressed genes to a more common open source using Gene Ontology accession numbers (Ashburner et al., 2000; Gene Ontology, 2021) and further dissected into more specific and relevant biological processes specifically related to behavior. The Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database (Version 11.5; ELIXER, Cambridgeshire, United Kingdom) (Szklarczyk et al., 2019; Szklarczyk et al., 2021) was utilized to determine protein–protein interactions which are predicted based on published experimental data (e.g., co-expression, protein homology) and other bioinformatics databases [(e.g., Kyoto Encyclopedia of Genes and Genomes (KEGG)], Reactome, etc.) to generate the protein-protein interaction (PPI) network [reference genome: *Rattus norvegicus*, confidence score = 0.4 (default).

## Results

### High cue and low cue rats are distinguished based upon cue-reinforced lever presses

Outbred rats trained to self-administer cocaine (0.75 mg/kg/infusion) acquired stable self-administration by experimental session 11 (Figure 1B). Across the last three sessions, a two-way ANOVA (factors: phenotype, between-subjects and day, within-subjects) revealed a main effect of phenotype on infusions earned (F_1,8_ = 38.01, *p* = 0.0003), but no main effect of day (F_2,16_ = 0.9057, *p* = 0.4240) or significant phenotype X day interaction (F_2,16_ = 0.8262, *p* = 0.4555). These results indicate differences in cocaine-taking between phenotype, but not across the days preceding the cue test indicating stable self-administration. Total cocaine intake (Figure 1C; mean ± SEM) was higher in HC rats (568.31 ± 56.12 mg/kg) relative to LC rats (436.34 ± 33.49 mg/kg) (t_8_ = 3.546, *p* = 0.0076) (unpaired, two-tailed, Student’s *t*-test).

Rats were stratified as exhibiting greater than (HC rats) or less than (LC rats) the median (102.5) of total cue-reinforced lever presses on the first cue assessment on session 12, respectively (*n* = 5/phenotype) (Figure 1D) (Anastasio et al., 2014a; Anastasio et al., 2014b; Fink et al., 2015; Sholler et al., 2020). An unpaired, one-tailed Student’s *t*-test revealed total cue-reinforced lever presses (mean ± SEM) were significantly higher in the HC (119.8 ± 6.21) relative to the LC (87.6 ± 4.57) phenotype (t_8_ = 4.178, *p* = 0.0015). Total inactive lever presses (mean ± SEM) were not different between HC (16.0 ± 3.49) and LC (11.8 ± 2.73) rats (t_8_ = 0.9477, *p* = 0.1855) (unpaired, two-tailed Student’s *t*-test). On experimental day 27, cue-reinforced lever presses were reassessed in a subset of randomly selected rats (*n* = 6) and a positive correlation was observed between their two assessments (*R* ^2^ = 0.75, *p* = 0.013), indicating stability of the HC and LC phenotype (Pearson’s correlation analysis).

### RNA-sequencing reveals 309 genes in the mPFC differ between HC and LC rats

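RNA from the mPFC of 5 HC rats and 5 LC rats was sequenced. All had self-administered cocaine at 0.75 mg/kg per infusion, entered abstinence for 10 days and had tissue taken on day 27. The paper gave some rats of each phenotype a second cue test on day 27, and which rats these were was not used here. The deposited tables give 1 library per rat, with reads per gene counted by the authors in the CLC Genomics Workbench on the rat genome Rnor_6.0, beside RPKM, in which those reads are scaled by exon length and mapped reads. They hold 22081 genes, of which 22050 are protein-coding. Reads counted in exons ranged from 11296517 to 26664008 per HC rat (median 17223866) and from 12151550 to 23342946 per LC rat (median 14570922). The mapped reads implied by the RPKM values were 16067734 to 37742963 per rat. The paper gives 16000000 to 39000000 reads per sample, the sample labels 12000000 to 23000000, and the values here use the exon reads of the tables. Of the 12 rats in the study, the paper left out 1 of each phenotype because their samples failed quality control, and the other 10 are those compared here. The comparison starts from the exon reads. Libraries were scaled by TMM. Genes with too few reads, or with enough reads in too few rats, were removed by edgeR's filterByExpr, which left 14135 genes. HC and LC rats were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Levels are given as CPM, the exon reads of a gene relative to those of its library after that scaling. A gene scored as different at the paper's criterion has an unadjusted p with −log10 p of at least 1.3 and a log2 fold change of at least 0.58 in size. The library of LC rat 2 stood apart from the rest. Mitochondrially encoded genes took 28.4% of its exon reads against 7.65 to 11.96% in the other 9 libraries, and its TMM factor was 0.772 against 1.00 to 1.05. The first principal component of the 500 most variable genes, with 36.6% of their variance, placed LC rat 2 at 48.7 and the other rats between −8.10 and 0.67. HC and LC rats did not separate on it (exact permutation test, p = 0.40, two-sided), nor on the second (p = 0.90) or the third component (p = 0.47, same exact permutation test).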

Genes that were significantly increased or decreased in the mPFC of HC rat relative to LC rats was determined by analyzing gene expression count with a Generalized Linear Model (GLM) followed by the Wald Test (CLC Genomics Workbench v21, Qiagen Bioinformatics) (Sholler et al., 2020). A volcano plot of differentially expressed genes was rendered using the Volcano Plot tool in Galaxy Version 0.0.5 (Afgan et al., 2018). 

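At the paper's criterion, 82 of 14135 genes differed between the mPFC of HC and LC rats. Every HC rat lay above or below every LC rat in 4 of those with a mean of at least 50 reads. AABR07073045.1, an unnamed gene on chromosome 4 of Rnor_6.0 (120413653 to 120414118), was at 7.85 ± 9.07 CPM (SD, n = 5) in HC and 0.310 ± 0.354 CPM (SD, n = 5) in LC rats, with most of the HC mean from HC rats 9 and 11, at 17.8 CPM each. Its lack of overlap rests on few reads, with 10 in HC rat 16 (0.871 CPM) and 17 in LC rat 14 (0.703 CPM). AC120712.4, an unnamed gene on chromosome 1, was at 5.49 ± 1.07 CPM in HC and 3.25 ± 0.69 CPM in LC rats (SD, n = 5 each), a log2 fold change of 0.74 (standard error 0.19). Dlx2, a homeobox gene of forebrain GABAergic neurons on chromosome 3 (58180088 to 58181971), was at 3.83 ± 0.32 CPM in HC and 6.58 ± 2.07 CPM in LC rats (SD, n = 5 each), a log2 fold change of −0.77 (standard error 0.21). Trim21, an intracellular antibody receptor gene on chromosome 1 (167686173 to 167708714), had a log2 fold change of −0.70 (standard error 0.21). For each of the 4, the exact permutation test gave p = 0.0079 (two-sided), the smallest that 5 rats against 5 allow. The choice of genes without overlap fixes this value in advance, so it is no further evidence. Over all tested genes, 29 had every HC rat above every LC rat and 33 every HC rat below, against 112 genes (0.794%) that chance gives. No gene passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, where the smallest adjusted p was 0.885, nor with DESeq2 or limma-voom. An unadjusted p under 0.05 was found for 246 genes by edgeR, 301 by DESeq2 and 182 by limma-voom, and 707 are given by chance at that level. The count at the criterion was 288 when every gene with any read was kept, 45 with a mean of at least 50 reads and 46 by limma-voom. It was 183 without LC rat 13, 166 without LC rat 14 and 152 without LC rat 12. Without LC rats 2 and 4, a setting chosen after seeing the data, it was 71, and Dlx2 was below the size criterion (log2 fold change −0.48), while the other 3 genes named here stayed at the criterion.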

The expression of 309 genes in the mPFC significantly differed between HC vs. LC rats [-Log10 *p*-value ≥1.3 (*y*-axis) and |Log2 Fold Change| ≥ 0.58 (*x*-axis)]. 

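Of the 82 genes, 61 were lower and 21 were higher in HC than in LC rats, so that 74.4% were lower. Dlx5, a homeobox gene on chromosome 4 (32387741 to 32392007), was at 4.58 ± 0.49 CPM in HC and 8.05 ± 3.46 CPM in LC rats (SD, n = 5 each), a log2 fold change of −0.81 (standard error 0.26). Dlx1, which lies next to Dlx2 on chromosome 3 (58164931 to 58169521), was below the size criterion with a log2 fold change of −0.29 (standard error 0.09). Their unadjusted p-values from edgeR's quasi-likelihood test were 0.0094 and 0.0097. They are the members of a list of 15 tested interneuron genes with an unadjusted p under 0.05. The list had 13 other members that did not pass and a median log2 fold change of −0.03, and it was not called as a group (camera, adjusted p = 0.298). Ccdc153, a gene of motile cilia, was at 0.697 ± 0.309 CPM in HC and 1.34 ± 0.62 CPM in LC rats (SD, n = 5 each), the member of 4 tested ependymal genes with an unadjusted p under 0.05 (log2 fold change −0.86, standard error 0.39). Ermn, an oligodendrocyte gene, had a log2 fold change of −0.35 (standard error 0.14) and was the only one of 17 oligodendrocyte genes to pass that level. The exact permutation test (two-sided) gave p = 0.024 for Dlx5, 0.016 for Dlx1, 0.079 for Ccdc153 and 0.063 for Ermn. The direction split was close to this with DESeq2's size factors (66 lower, 20 higher) and upper quartile scaling (61 and 21). With library size alone, 39 genes were lower and 39 higher. In that setting the median log2 fold change of all genes was 0.097, against 0.005 with TMM. Without LC rats 2 and 4, 35 were lower and 36 higher, and Dlx5 no longer passed. The count of lower genes was 39 without HC rat 11, 115 to 132 without LC rat 12, 13 or 14, and that of higher genes was 34 without HC rat 10 and 51 without LC rat 13 or LC rat 14. Ccdc153 passed with HC rat 11, LC rat 12 or LC rat 13 left out but with no other single rat left out (log2 fold changes of −1.11 to −0.71), and Ermn no longer passed without HC rat 11, HC rat 15 or LC rat 13 (−0.45 to −0.28 over all left-out rats).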

The volcano plot (Figure 2) displays genes with lower (purple symbols; *n* = 227) and higher (orange symbols; *n* = 82) expression in the mPFC of HC vs. LC rats.

**FIGURE 2:**
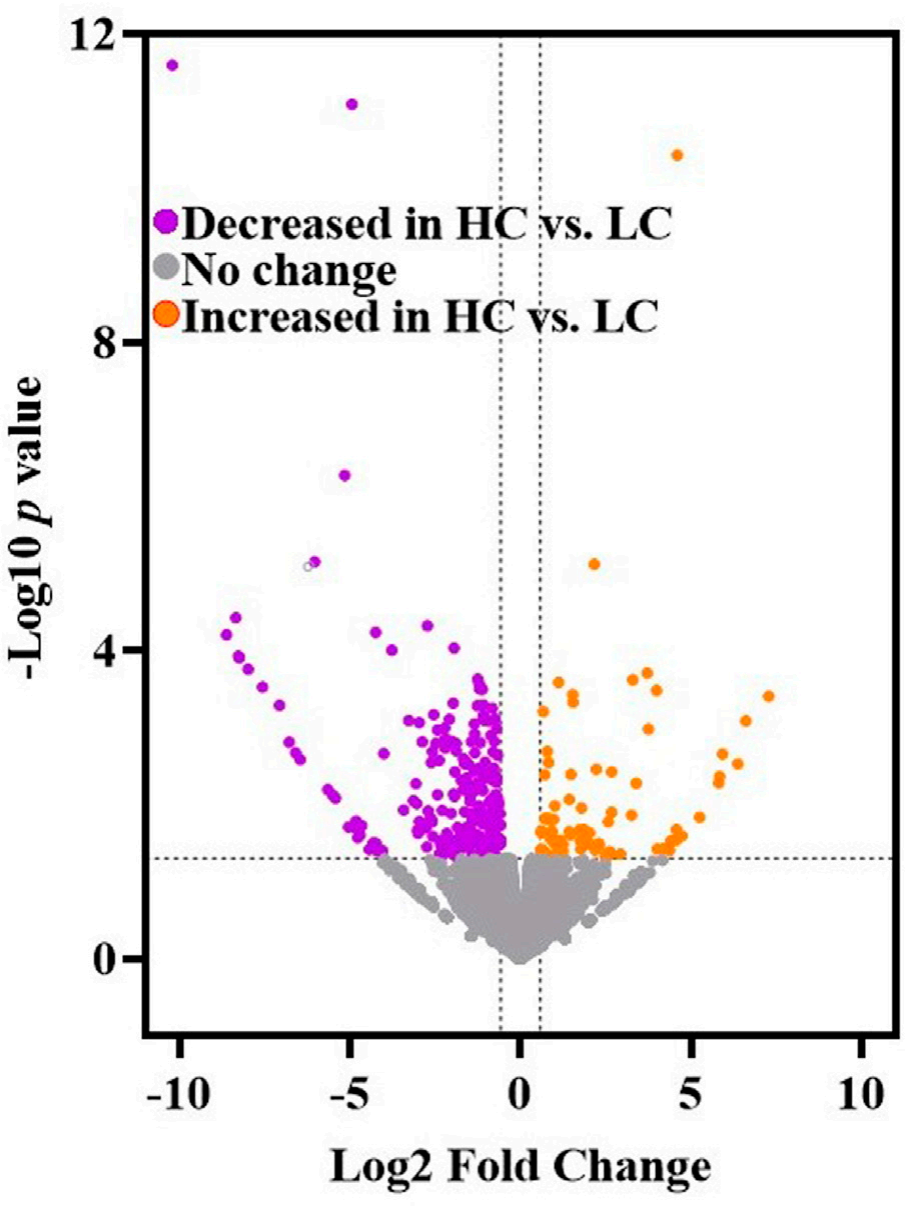
The volcano plot displays the results of mPFC RNA-seq results (CLC Genomics Workbench v21, Qiagen Bioinformatics) (Sholler et al., 2020) for HC and LC rats (generated by the Volcano Plot tool in Galaxy Version 0.0.5) (Afgan et al., 2018). Purple symbols (*n* = 227) indicate genes with lower expression in the mPFC of HC vs. LC rats. Orange symbols (*n* = 82) indicate genes with higher expression in mPFC of HC vs. LC rats. Significance criteria include -Log10 *p*-value ≥1.3 (*y*-axis) and Log2 fold change ≤ −0.58 or ≥ +0.58 (*x*-axis) (see Methods).

### Gene enrichment identifies biological processes overrepresented in the mPFC of HC rats

We utilized a combined gene set enrichment analysis approach with Ingenuity Pathway Analysis (**IPA**) (QIAGEN, Venlo, NL) and ClueGO (Cytoscape plug-in) to provide biological context to the registry of 309 differentially expressed genes (Bindea et al., 2009). A cluster of ten biological processes associated with behavior was found to be overrepresented in the HC phenotype (*p* < 0.05) (Table 1, top left column). Eighteen differentially expressed genes were found to populate these biological processes (Table 1). For example, adenosine receptor subtype 2A (*Adora2a*), cell cycle exit and neuronal differentiation 1 (*Cend1*), dopamine D2 receptor (*Drd2*), dopamine D3 receptor (*Drd3*), fibroblast growth factor 14 (*Fgf14*), serotonin 5-HT_2C_ receptor (*Htr2c*), proenkephalin (*Penk*), protein phosphatase 1 regulatory inhibitor subunit 1B (*Ppp1r1b*), and synaptosome associated protein 25 (*Snap25*), and thyroid stimulating hormone receptor (*Tshr*) associate with locomotor behavior (GO:0007626). 

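Of the genes of Table 1, 17 are reported here and 16 of them could be tested. Among the 16, 14 had lower means in HC than in LC rats, and 7 passed an unadjusted p of 0.05 in edgeR's quasi-likelihood test. Lower in HC were Pbx3, a homeodomain transcription factor gene, with a log2 fold change of −0.67 (standard error 0.21), Penk, which encodes the precursor of enkephalins, with −0.71 (0.28), and Fgf14, which encodes a regulator of sodium channels, with −0.48 (0.19). Adora2a and Bbip1 were the other genes that passed with lower values. Cend1, a gene of neuronal differentiation, was at 6.95 ± 2.72 CPM in HC and 2.41 ± 1.94 CPM in LC rats (SD, n = 5 each), and Ulk4, a kinase-like gene, was at 18.1 ± 1.3 CPM and 14.1 ± 3.4 CPM. Ulk4 was the only one of the 16 in which the groups did not overlap. The gap was small, with HC rat 9 at 16.69 CPM and LC rat 13 at 16.58 CPM. LC rats 2 and 4 were at 8.96 and 12.3 CPM. The lack of overlap fixes the exact permutation test in advance at p = 0.0079 (two-sided), so that value is no further evidence. Drd3, which encodes the dopamine D3 receptor, had no read in any HC rat or in LC rats 12 and 13, 2 reads in LC rat 14, 1 in LC rat 2 and 19 in LC rat 4, and was not tested. Of the 15 genes with more reads in LC rats, the highest LC value was in LC rat 4 for 10, in LC rat 2 for 4 and in LC rat 14 for 1. In LC rat 2, Snap25, a vesicle fusion gene, was at 5901 CPM against 1665 to 2140 in the other LC rats, and Nlgn1, a synaptic adhesion gene, at 183 against 71.5 to 89.5. Without that rat their log2 fold changes went from −0.54 and −0.37 to −0.05 and −0.04. The genes were chosen on these samples, so their shared direction is not independent evidence of it. With single rats left out, 12 passed without LC rat 13, 11 without LC rat 14, 4 without HC rat 15 or HC rat 16 and 3 without HC rat 11 or LC rat 4, and without LC rats 2 and 4 together 2 passed. Pbx3 passed with any single rat left out (log2 fold changes of −0.79 to −0.52) but not without LC rats 2 and 4 together (−0.28, standard error 0.13), while Ulk4 did not without LC rat 4 or any HC rat but HC rat 9 (0.23 to 0.42 over all left-out rats). The paper takes the genes of Table 1 from processes related to behavior that it finds through IPA and ClueGO.

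**Figure D1:**
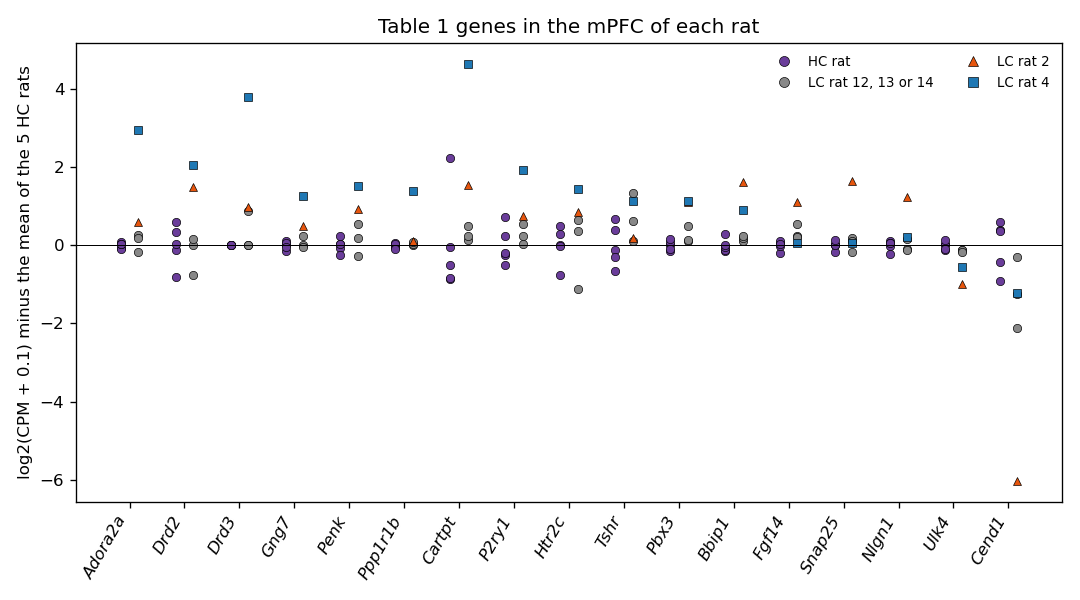
Level of each of 17 Table 1 genes in the mPFC of each rat. The vertical axis is log2(CPM + 0.1) minus the mean of the 5 HC rats. Purple circles are HC rats, grey circles LC rats 12, 13 and 14, the orange triangle LC rat 2 and the blue square LC rat 4, each point 1 rat. The blue square is the highest LC point for 10 of the 15 genes with more reads in LC rats and the orange triangle for 4. Cend1 had no read in LC rat 2, so the depth of that point is set by the 0.1 added.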

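Of these 10 genes of locomotor behavior, 9 could be tested, 8 of them with lower means in HC rats, and 4 passed an unadjusted p of 0.05 in edgeR's quasi-likelihood test. They were Adora2a, Fgf14 and Penk, lower in HC, and Cend1, higher in HC. Penk, on chromosome 5 of Rnor_6.0 (17056419 to 17061837), was at 38.5 ± 4.8 CPM (SD, n = 5) in HC and 62.9 ± 30.7 CPM (SD, n = 5) in LC rats, with 110 CPM in LC rat 4 and 73.5 CPM in LC rat 2. By the exact permutation test it did not pass 0.05 (p = 0.13, two-sided), nor did Adora2a (p = 0.095). In edgeR's test Penk no longer passed without LC rat 4 (log2 fold change −0.40, standard error 0.21), HC rat 9 (−0.69) or HC rat 16 (−0.65). Fgf14, on chromosome 15 (110385217 to 110612681), was at 6.55 ± 0.51 CPM in HC and 9.18 ± 3.00 CPM in LC rats (SD, n = 5 each; exact permutation test, p = 0.016, two-sided), and no longer passed without HC rat 9, HC rat 15 or LC rat 12 (log2 fold changes of −0.43, −0.47 and −0.47). Cend1, on chromosome 1 (214408100 to 214408549), had a log2 fold change of 1.54 (standard error 0.57), and 1.25 (0.44) without LC rats 2 and 4. It no longer passed without HC rat 11 (1.38), nor by DESeq2 with no filter (1.52, standard error 0.79), a setting chosen after seeing the data. With reads unique to a gene Cend1 was not tested, because the filter removed it, although its mean was 88.7 exon reads per rat. Too few rats thus had enough reads that match Cend1 alone. Its difference was seen only in counts that include reads matching other places, so it cannot be assigned to Cend1 with certainty. Tshr, which encodes the thyrotropin receptor, had a log2 fold change of −0.74 (standard error 0.34) at levels of 0.661 to 2.94 CPM and did not pass.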

The computed false discovery rate (FDR)-adjusted *p*-values for behavior-related genes suggest a possibility of type I error, however the literature supports the involvement of these genes in CUD (see Discussion). 

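Each of the 16 tested genes of Table 1 had an adjusted p of 0.885 over all 14135 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, the adjusted p-values ranged from 0.084 to 0.141, and none of the 16 passed 0.05. The list was chosen on these same samples, so the values adjusted over it are not independent evidence. Pbx3 had the lowest unadjusted p (0.0092), followed by Cend1 (0.020), Penk (0.026) and Fgf14 (0.029), all from the same edgeR test. In the authors' deposited table the adjusted p of the 17 genes reported here runs from 0.278 for Cend1 to 0.998. In counts simulated for these libraries, edgeR called 18 of 50 genes changed by 0.58 on the log2 scale at an adjusted p of 0.05, 43 of 50 changed by 1, and 49 of 50 changed by 2. These genes were drawn from those with a mean of at least 50 reads, which Bbip1, Tshr, P2ry1 and Cartpt do not reach. With no gene changed, the simulation gave 673 genes at an unadjusted p under 0.05 (edgeR), against 246 in the data. Its spread is thus not that of the data, and it does not give the power for the Table 1 genes. The paper reasons from the adjusted p-values that type I error is possible and turns to published work on these genes.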

A STRING network analysis (Version 11.5; ELIXER, Cambridgeshire, United Kingdom) (Szklarczyk et al., 2019; Szklarczyk et al., 2021) reveals predicted PPIs between nine of the 18 highlighted targets (e.g., *Adora2a-Drd2*, Figure 3). Network nodes (proteins) (Aci-SeChe et al., 2014) are shown with one or more connections (edges) to representing each line of evidence that predict an interaction between two nodes (e.g., protein homology; see Figure legend).

**TABLE 1:** Functional gene enrichment (IPA plus Cytoscape ClueGO) reveals behavior-related biological processes (top, left) that are overrepresented in the mPFC of HC vs. LC rats, significance and associated genes noted in upper middle and right columns, respectively. Full gene names for highlighted genes are noted below. Fold change values (bottom, right) for associated genes (bottom, left) that populate these biological process pathways are presented with significance noted (bottom, middle). Significance criteria include fold change >1.0, *p*-value <0.05 (see methods).

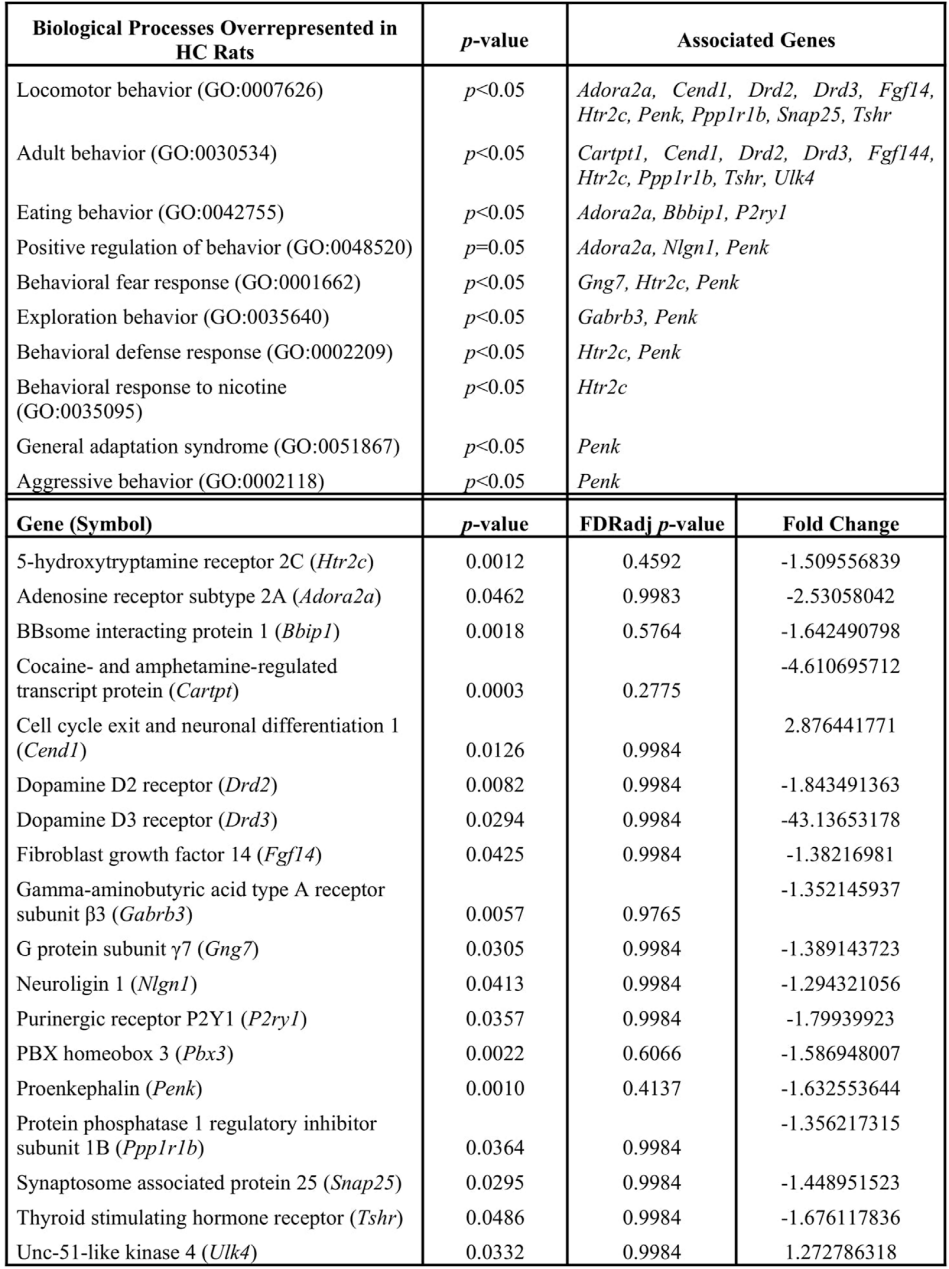

**FIGURE 3:**
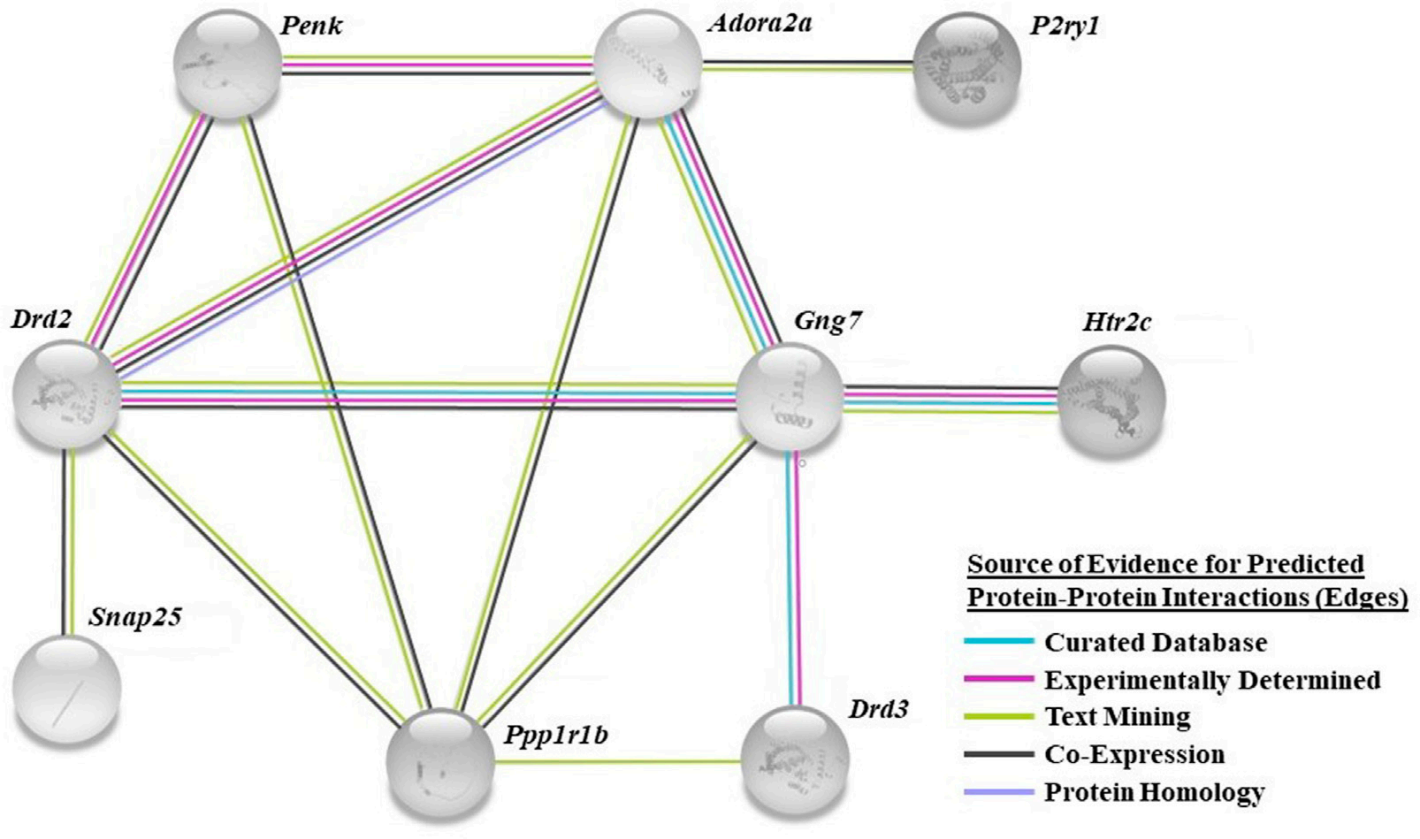
STRING bioinformatics analysis identified a network of predicted interactions in a subset of the selected genes. The specific color of network edges corresponds to the source of evidence for each known or predicted interaction (source: teal, curated database; magenta, experimentally determined; green, text mining; black, co-expression; lavender, protein homology). Confidence threshold based upon an interaction score of 0.4 minimum (see Methods).

## Discussion

We provide an unbiased evaluation of gene regulation in the mPFC associated with individual differences in cocaine-seeking during abstinence in male, outbred rats. Our interrogation isolated several candidate genes associated with heightened cue-evoked cocaine-seeking. Intriguingly, out of the 309 differentially expressed genes, the majority (∼73%) were decreased in the mPFC of HC rats. It is plausible this translated to a loss of fine-tuned, top-down regulation of downstream striatal circuitry implicated in drug-seeking behavior. 

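Of 22 lists of genes, 2 were lower in HC rats at an adjusted p of 0.05 (camera) and none was higher. The 2 were the markers of striatal projection neurons and the genes of the BBSome, and neither was called with an estimated correlation (adjusted p = 0.942 for both with an estimated correlation). Genes of synaptic vesicle release had a median log2 fold change of −0.12, with 18 of 25 below 0 and no member past an unadjusted p of 0.05 (camera, adjusted p = 0.081). In this list the library of LC rat 2 was the highest of the 10, and without it the median was −0.02; it was called lower without HC rat 11 or 15 or LC rat 14 (camera, adjusted p from 0.017 to 0.036), but not with an estimated correlation and all rats (0.942). GABA receptor genes had a median of −0.08, which was −0.003 without LC rat 2, and glutamate receptor genes of −0.01 (−0.01 to 0.03 over single rats left out), with no member past an unadjusted p of 0.05 in either. Glutamate receptor genes were called higher without LC rat 2 (camera, adjusted p = 0.047), but not with an estimated correlation and all rats (0.942). Astrocyte genes had a median of 0.04 (−0.01 to 0.12) and microglial genes of −0.02 (−0.06 to 0.04 over single rats left out). Of the genes at the criterion in the authors' deposited table, 310 when its bound of 1.3 is read to the last digit, 228 are lower in HC. In 108 of those 228 the library farthest from the median of all 10 was LC rat 2 and in 49 LC rat 4, while in the 82 higher ones it was HC rat 9 in 20, LC rat 2 in 15 and LC rat 4 in 6. Over the 14135 tested genes, which leave out 162 of the 310, LC rat 2 was farthest in 8460 and LC rat 4 in 907.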

Gene enrichment analyses narrowed our focus to genes that contribute to behavior-related biological processes (*n* = 18). We identified overarching themes (e.g., hyperactivity, heightened stress) connecting several biological processes overrepresented in the HC phenotype. These global themes might have been expected as hyperactivity and heightened stress states are often comorbid in individuals diagnosed with CUD, especially in the preoccupation/anticipation stage modeled here (Koob and Kreek, 2007). Here, we specifically highlight genes implicated in several biological processes (e.g., *Htr2c*) or predicted to interact at the protein level (e.g., *Adora2a*, *Drd2*). Our laboratory (Anastasio et al., 2013; Felsing et al., 2018; Price et al., 2019; Soto et al., 2019) and others (Tao et al., 2017; Hámor et al., 2018; Hasbi et al., 2020) have identified biologically meaningful PPIs which promise to enrich our understanding of SUD mechanisms and perhaps serve as targets for study in the therapeutic space.

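Htr2c lies on chromosome X of Rnor_6.0 (118084890 to 118318039). It was at 36.6 ± 10.8 CPM (SD, n = 5) in HC rats and 55.4 ± 29.1 CPM (SD, n = 5) in LC rats, 1.51-fold lower in HC. The exact permutation test of this difference gave p = 0.37 (two-sided). Its log2 fold change was −0.59 with a standard error of 0.37 (unadjusted p = 0.141, adjusted p = 0.885, edgeR's quasi-likelihood test). LC rats ran from 16.2 CPM in LC rat 13, under every HC rat, to 96.4 CPM in LC rat 4, while HC rats lay between 20.6 and 49.3 CPM. Without LC rat 13 the log2 fold change was −0.83 and passed an unadjusted p of 0.05, and without LC rat 4 it was −0.29 and did not. Among other genes of the serotonin system, Htr2a and Htr1a lay closer together. Htr2a, which encodes the 5-HT2A receptor, was at 49.6 ± 8.0 CPM in HC and 48.9 ± 9.1 CPM in LC rats, and Htr1a at 8.93 ± 0.60 and 9.14 ± 0.82 CPM (SD, n = 5 each). None of 11 tested genes of this system passed an unadjusted p of 0.05, and the median log2 fold change of the list was −0.0004 (camera, adjusted p = 0.599).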

The *Htr2c* gene encodes the serotonin (5-HT) G-protein coupled receptor (GPCR) 5-HT_2C_ receptor (5-HT_2C_R) and our transcriptomic analyses identified lower *Htr2c* mRNA expression in the mPFC of abstinent HC vs. LC rats (FC: 1.510), aligning with lower 5-HT_2C_R protein expression previously observed in the mPFC during abstinence (Anastasio et al., 2014b; Swinford-Jackson et al., 2016). An investigational 5-HT_2C_R agonist evinced efficacy, but reduced potency, to inhibit cocaine-seeking during abstinence (Swinford-Jackson et al., 2016), supporting the concept that 5-HT_2C_R agonists (Fletcher et al., 2004; Cunningham et al., 2011; Harvey-Lewis et al., 2016; Anastasio et al., 2020), may ameliorate hypofunctional 5-HT_2C_R neurotransmission as a core mediator of relapse vulnerability (for reviews) (Howell and Cunningham, 2015; Cunningham et al., 2020). However, while the 5-HT_2C_R agonist lorcaserin reduced craving in non-treatment seeking CUD participants (Pirtle et al., 2019; Johns et al., 2021), this medication may facilitate continued abstinence in treatment-seeking CUD participants (NCT03007394). While these outcomes may reflect translational challenges in medication development for CUD, future studies are required to define specific molecular strategies to enhance performance of cortical 5-HT_2C_R function to mitigate relapse in CUD patients. For example, a 5-HT_2C_R positive allosteric modulator is sufficient to suppress cocaine-seeking in male rats (Wild et al., 2019), perhaps due to its superior selectivity for the 5-HT_2C_R over the other 5-HT_2_ receptors (Wold et al., 2019) relative to lorcaserin (Thomsen et al., 2008).

Eight Bardet-Biedl Syndrome (BBS) proteins form the BBsome complex, a stable complex involved in signaling receptor trafficking to and from ciliary membranes of neurons (Nachury et al., 2007; Scheidecker et al., 2014). The *Bbip1* gene encodes one of these proteins (BBSome interacting protein 1) (Loktev et al., 2008) which facilitates vesicular trafficking of GPCRs from cytosolic compartments to the plasma membrane in neurons (Domire et al., 2011; Guo et al., 2016; Shinde et al., 2020). 

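Bbip1, on chromosome 1 of Rnor_6.0 (274649490 to 274650363), is a gene of few reads in these libraries, with a mean of 28.6 per rat. It was at 1.30 ± 0.18 CPM (SD, n = 5) in HC and 2.21 ± 1.17 CPM (SD, n = 5) in LC rats, 1.66-fold lower in HC. The log2 fold change was −0.73 with a standard error of 0.31 (unadjusted p = 0.040, adjusted p = 0.885, edgeR's quasi-likelihood test). The exact permutation test of the same difference also gave p = 0.040 (two-sided). LC rats 12, 13 and 14 were at 1.396 to 1.53 CPM, within the HC range of 1.15 to 1.597 CPM, while LC rat 4 was at 2.51 and LC rat 2 at 4.14 CPM. Of the 13 genes of the BBSome and its partners, 12 had lower means in HC, but 1, Bbip1 itself, passed an unadjusted p of 0.05. Lztfl1, a regulator of BBSome traffic, had a log2 fold change of −0.20 (standard error 0.16), Ttc8 of −0.13 (0.09) and Mkks of 0.03 (0.07). Together the list had a median of −0.06, which was −0.03 without LC rat 2 and 0.005 without LC rats 2 and 4. The list was lower in HC (camera, adjusted p = 0.0337), with adjusted p = 0.942 with an estimated correlation and a range of 0.0083 to 0.970 over all other settings. It holds Bbip1, a gene that the paper chose on these samples, and was not tested without it. Without LC rat 2, Bbip1 no longer passed (log2 fold change −0.40), nor did it without LC rat 4 or any HC rat but HC rat 9 (−0.73 to −0.67). The list was not called without HC rat 9, 10 or 16 or LC rat 2, 4 or 12 (camera, adjusted p from 0.0523 to 0.343).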

Our transcriptomic analysis identified the *Bbip1* gene as expressed in the mPFC to a lower degree in HC rats vs. LC rats (FC: 1.642). Interestingly, genetic disruption of the BBsome complex stalled 5-HT_2C_R trafficking in late endosomal compartments, resulting in decreased 5-HT_2C_R ciliary membrane expression in neurons (Guo et al., 2019). This induced a biologically significant impact such that the anorectic effect of the 5-HT_2C_R agonist lorcaserin was blunted in a rodent model of obesity (Guo et al., 2019). It is possible that reduced *Bbip1* expression led to diminished BBsome-mediated receptor trafficking and further disruption of 5-HT_2C_R function in HC rats. In line with this hypothesis, we demonstrated that the ratio of membrane to cytoplasmic 5-HT_2C_R protein expression in the mPFC is inversely correlated with cocaine-seeking (Swinford-Jackson et al., 2016). Future studies are required to determine the exact impact of *Bbip1* loss and BBsome complex disruption on 5-HT_2C_R trafficking in key neuronal circuitry involved in cocaine-motivated behaviors.

A core network of predicted PPIs generated by the STRING biological database shows several layers of association (edges) between nine of the eighteen genes of interest. 

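Adora2a, Drd2, Gng7 and Ppp1r1b, which are all strongly expressed in striatal projection neurons, had lower means in HC rats, and in each the highest value of the 10 rats was that of LC rat 4. Adora2a, on chromosome 20 of Rnor_6.0 (14265252 to 14282873), was at 3.63 ± 0.22 CPM (SD, n = 5) in HC and 9.22 ± 11.01 CPM (SD, n = 5) in LC rats, 2.52-fold lower in HC. LC rat 4 was at 28.9 CPM and the other LC rats at 3.23 to 5.49 CPM. Drd2, on chromosome 8 (53678777 to 53743642), was 1.83-fold lower in HC, with 26.7 CPM in LC rat 4 and 17.9 CPM in LC rat 2 against 3.57 to 9.55 CPM in HC rats. Gng7 was 1.39-fold lower, with 195 CPM in LC rat 4 against 73.9 to 88.1 in HC rats. Ppp1r1b, which encodes DARPP-32, was 1.36-fold lower, with 253 CPM in LC rat 4 against 90.2 to 103 in the other 9 rats. The unadjusted p-values from edgeR's quasi-likelihood test were 0.038 for Adora2a, 0.10 for Drd2, 0.052 for Gng7 and 0.11 for Ppp1r1b. The exact permutation test (two-sided) gave p = 0.095, 0.34, 0.12 and 0.095 in the same order. Without LC rat 4 the log2 fold changes of the 4, in that order, were −0.23, −0.36, −0.19 and −0.06. Other markers of striatal projection neurons, 17 of a list of 19 that holds no Table 1 gene, had a median log2 fold change of −0.44, with 15 below 0, and were lower in HC as a group (camera, adjusted p = 0.0337), with adjusted p = 0.942 with an estimated correlation and a range of 0.0011 to 0.970 over all other settings. In LC rat 4, Gpr6 was at 12.8 CPM, Drd1 at 29.3 CPM and Rgs9 at 33.7 CPM, against at most 3.37, 14.5 and 16.3 CPM in the other 9 rats. Of the list, Syndig1l passed an unadjusted p of 0.05 in edgeR's test (log2 fold change −1.35, standard error 0.59), but not in the exact permutation test (p = 0.27, two-sided). Without LC rat 4 the list's median was −0.01 and its direction in camera turned (adjusted p = 0.925), and it was not called without HC rat 9, 10 or 16 (adjusted p from 0.0549 to 0.0938). Adora2a and Syndig1l no longer passed without LC rat 4 or any single HC rat, nor did Syndig1l without LC rat 14 (log2 fold changes of −1.56 to −0.23 for Adora2a and −1.63 to −0.45 for Syndig1l over all left-out rats).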

Genes coding for the adenosine A2A receptor (*Adora2a*; FC: 2.531), dopamine receptor D2 (*Drd2*; FC: 1.843), G protein subunit gamma 7 (*Gng7*; FC: 1.389), and protein phosphatase 1 regulatory inhibitor subunit 1B (*Ppp1r1b*; FC: 1.356) were the most interconnected nodes each with edges reaching to five other genes in the network. In contrast to the current findings, a separate study found *Adora2a*, *Drd2*, and *Ppp1r1b* to be increased in the mPFC of “vulnerable” mice that exhibit heightened cocaine-motivated behavior, relative to “resilient” mice; phenotypes were assigned to each animal through multi-factor analysis of operant behavior observed during cocaine self-administration sessions (e.g., cocaine intake) (Navandar et al., 2021). While both studies implicate these genes to be important regulators of cocaine-motivated behaviors, differential gene expression patterns could be expected to be dependent on the given stage of CUD being modeled (active drug consumption vs. abstinence). The adenosine 2A (A2A) and dopamine D2 (D2) receptors, predicted to physically interact in the current PPI analysis, form heterodimers within the striatum (Prasad et al., 2021; Valle-Leon et al., 2021). Activation of the A2A receptor blocks D2 receptor-mediated inhibition of striatal neurons when in complex, while A2A receptor antagonists enhance dopaminergic signaling (Azdad et al., 2009). The A2A-D2 receptor heteromer is under investigation as a therapeutic target for disorders associated with hypodopaminergic tone (i.e., CUD) (Parsons et al., 1991; Moeller et al., 2012). Most of this research is focused within the striatum; the functional impact of this association within cortical neurons remains underexplored.

Our experimental design allowed for the identification of 309 genes differentially expressed in the mPFC within male rats displaying differential responsiveness to cues previously associated cocaine intake. Intriguingly, but perhaps not surprisingly, we observed that total lifetime cocaine intake associated with the highest level of cue-evoked cocaine-seeking. This is consistent with previous observations that demonstrate greater levels of cocaine exposure associate with heightened CUD-like behavior (e.g., cocaine-primed cocaine-seeking) in rodents (Deroche-Gamonet et al., 2004). Conceivably, it is plausible that the transcriptomic differences detected are directly linked with overall heightened cocaine-motivated behavior during both self-administration (cocaine-taking) and cue test (cocaine-seeking) sessions. A recent publication sought to identify the transcriptomic changes occurring in several mesocorticolimbic nodes in rats trained to self-administer saline or cocaine, animals were euthanized 24 h or 30 days following the final self-administration session (Walker et al., 2018). Although animals in the current study were euthanized at 10 days of abstinence from cocaine, the genes we highlight here still do not overlap with those identified as differentially expressed in the PFC in saline *versus* cocaine self-administration rats. This suggests variation in cocaine-seeking, but not cocaine exposure, is the primary driver of transcriptomic differences in mPFC of HC rats. Although, the discrepancy between these two findings may be related to species and/or timepoint differences. As we have demonstrated in the past, mechanisms associated with self-administration of cocaine are distinct relative to non-drug rewards such as sucrose (Swinford-Jackson et al., 2016). Inclusion of a sucrose self-administration control group in the future would be useful in parceling out neuromolecular drivers of drug and natural reinforcers. Lastly, female rodents frequently exhibit heightened psychostimulant-seeking following cessation of self-administration relative to male rats (for review) (Becker and Koob, 2016). However, the impact of chronic cocaine exposure and variation in cocaine-seeking on the mPFC transcriptome of female rats is underexplored; future studies are warranted to determine if our findings are generalizable across sex. In conclusion, we propose the 5-HT_2C_R, BBsome complex, and A2A-D2 receptor heteromer should be further investigated as prioritized candidates for the development of pharmacotherapeutics to reduce relapse vulnerability.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GEO accession: GSE196374.

## Abbreviations

5-HT, serotonin; 5-HT_2C_R, serotonin 5-HT_2C_ receptor; ANOVA, analysis of variance; BBS, Bardet-Biedl Syndrome; CUD, cocaine use disorder; FR, fixed ratio; GEO, Gene Expression Omnibus; GLM, Generalized Linear Model; GPCR, G protein-coupled receptor; HC, high cue; IPA, Ingenuity Pathway Analysis; KEGG, Kyoto Encyclopedia of Genes and Genomes; LC, low cue; mPFC, medial prefrontal cortex; NGS, next-generation sequencing; PPI, protein-protein interaction; RPKM, reads per kilobase per million; SA, self-administration; STRING, Search Tool for the Retrieval of Interacting Genes/Proteins.

How the deposited data were processed for this re-analysis (not part of the article)

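The data are RNA-seq libraries from the mPFC of 5 HC and 5 LC male rats, 1 library per rat. The rats were grouped by phenotype from the sample labels, which the paper's groups match, and each is named by the number in its label. The paper gave some rats of each phenotype a second cue test before tissue collection. Which rats these were was not used here, so its part in differences between rats was not tested. Per gene and rat the authors deposited counts of reads (in exons, in whole genes, and unique to a gene) and RPKM values, made in the CLC Genomics Workbench by mapping trimmed single-end reads to the annotated rat genome Rnor_6.0. RPKM is the exon read count over exon length and mapped reads. The authors also deposited TPM values, in which the same reads are scaled by exon length to a fixed total per library; these were not used here. The authors also deposited a comparison of HC and LC rats with log2 fold change, fold change (a signed ratio), p-value and adjusted p-value, from a generalized linear model with a Wald test. In their table 3410 genes without reads carry 0 in every column and were taken as untested. The library kit keeps the strand, but the strand setting of the counting is not given in the sources used here, so genes that overlap on opposite strands are uncertain.

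From the deposited counts the exon reads were analysed. The filter was filterByExpr, scaling was TMM, and the test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over 14135 genes. The standard error of a log2 fold change is its size over the square root of F. CPM are exon reads of a gene relative to those of its library after TMM scaling. Single genes were also tested by the exact permutation test over all 252 regroupings of the rats, two-sided, on mean log2 CPM with a prior count of 2. Gene lists were tested by camera (limma 3.58.1, preset correlation 0.01) with adjustment over the 22 lists, beside camera with an estimated correlation and fry. The lists were written before the data were examined but after Table 1 of the paper had been read: striatal projection neurons, choroid plexus, ependyma, cholinergic neurons, interneurons, upper and deep layer neurons, astrocytes, oligodendrocytes, microglia, vascular cells, meningeal fibroblasts, blood, immediate early genes, glucocorticoid response, the serotonin and dopamine systems, the BBSome, glutamate receptors, GABA receptors, neuropeptides and synaptic vesicle release. The Table 1 genes were tested singly and not as a list, because part of them is known here only from a picture of that table. The design set before the data were examined included them as a list, and that test was taken out after its result had been seen. The list had been called lower in HC by camera but not with an estimated correlation, on genes that the paper chose on these samples, and adjustment over the lists without it gives the striatal and BBSome lists a higher adjusted p than with it. Of the listed symbols, 16 had no match among the names in the tables. Genes were named by a rule set before the data were examined: the genes of Table 1, whose values in the paper had been seen (1 of them is not reported here, and counts and adjustments over the Table 1 genes leave it out), genes with an adjusted p under 0.05 (there were none), up to 6 in each direction at the paper's criterion with a mean of at least 50 reads and no overlap between groups, list members with an unadjusted p under 0.05, and the 3 smallest p-values of the authors' deposited table.

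The fits and the list test were tested on counts simulated from these libraries with 200 changed genes, drawn from those with a mean of at least 50 reads. At an adjusted p of 0.05 edgeR called 18, 43, 49 and 50 of 50 genes changed by 0.58, 1, 2 and 3 on the log2 scale, and 13 of 13935 unchanged genes. With no gene changed it called 0 of 14033, and 153 met the paper's criterion. An unadjusted p under 0.05 was given by edgeR to 673 of these, against 246 genes in the real comparison, so the simulated spread is not that of the data. Alternatives set before the data were examined were the size factors of DESeq2, upper quartile scaling, library size alone, no filter, a mean of at least 50 counts, the Wald test of DESeq2 1.42.0, limma-voom, robust dispersion, gene reads, unique reads, a striatal score, a choroid plexus score or 1 surrogate variable (sva 3.50.0) as covariate, each rat left out, and the authors' p-values over the tested genes. Added after seeing the data were the removal of mitochondrial genes, the removal of LC rats 2 and 4 together, DESeq2 with no filter and limma-voom with sample weights. No pair of libraries differed as little as sampling noise: the chi-square per gene was at least 4.70 where noise gives 1. IPA, ClueGO and STRING were not run, behavior was not analysed here, and GC content was not analysed because no genome sequence was used here.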

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

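The tests on the library of LC rat 2, the summed level of the choroid plexus list, the splits for the numbers of lower and higher genes and the splits for gene lists were chosen after the values were seen; those on striatal tissue, the median of the choroid plexus list and the splits for the gene counts were set before. Over 117 groups of 5 rats, 19 values lay far from the others of their group. Of these, 8 were from LC rat 2, 7 from LC rat 4 and 4 from HC rats. Chance would give about 5.8 if the groups were independent. They are not, since they include genes chosen on these samples and measures of a library that overlap. No excess over chance can therefore be read from the 19.

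LC rat 2 was far from the other LC rats in its mitochondrial share (28.4% against 10.0 to 11.96%), the share of its 10 most abundant genes (27.3% against 9.96 to 12.01%), its TMM factor (0.772), its median absolute deviation from the other libraries (0.568 on the log2 scale against 0.101 to 0.148), its first component score (48.7) and the levels of Snap25 (5901 CPM), Nlgn1 (183 CPM) and AABR07046778.1 (1654 CPM against at most 0.958 CPM in the other 9 rats). The mitochondrial share is not the whole of it, since the deviation is a median over 8021 genes and 13 genes are mitochondrially encoded. Leaving those out could hardly move such a median, so that test adds nothing: the deviation was 0.571, and at most 0.151 in the other libraries. Exon length does not account for it, with a rank correlation of 0.117 between its deviations and exon length against up to 0.217 in the others. Nor does depth, since 3 libraries with fewer exon reads deviated by at most 0.117. RNA quality, GC content and a sample from outside these 2 groups stay open, and no biological explanation was tested.

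LC rat 4 was far from the other LC rats in Adora2a (28.9 CPM), Cartpt (17.2 CPM against 0.657 to 1.93), Drd3 (1.29 CPM), P2ry1 (4.47 CPM against 1.12 to 1.93), Ppp1r1b (253 CPM), Syndig1l (12.3 CPM) and the mean of the striatal projection neuron list (5.11 on the log2 CPM scale against 3.62 to 3.93). A candidate explanation for the lower means in HC is more striatal tissue in LC dissections. The median log2 fold change of the 5 tested genes among Adora2a, Drd2, Drd3, Gng7, Penk and Ppp1r1b went from −0.71 to −0.21 with the striatal score as covariate, which is the outcome this explanation required, and the list of 17 other striatal markers had a median of −0.44. The score differs mainly in LC rat 4, so this speaks of 1 dissection more than of the group, and other splits of the rats gave as small a list p in 51 of 100 (0.0026 for HC against LC, lowest other 4.1e-05), so that chance cannot be excluded. A difference tied to the phenotype was not tested apart from this and stays open.

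Htr2c went from a log2 fold change of −0.59 (standard error 0.37) to −0.22 (0.34) with the striatal score as covariate. This is the outcome set for striatal tissue, although Htr2c passed in neither fit. The score and Htr2c are both highest in LC rat 4, and without that rat the log2 fold change was −0.29 (0.35). The covariate therefore cannot tell striatal tissue from anything else particular to LC rat 4. Htr2c is abundant in choroid plexus, but more of that tissue was not seen in LC dissections by the summed level of its list. The 14 genes of that list together differed by −0.77 CPM (LC minus HC, standard error 4.3). Htr2c was 18.8 CPM higher in LC rats (standard error 13.9). With an error of that size for Htr2c, the 2 differences do not by themselves exclude this tissue. The sum was highest in HC rat 16 (24.4 CPM), whose Htr2c was 20.6 CPM, and next in LC rat 4 (21.8 CPM, the other LC rats 7.26 to 11.6), whose Htr2c was 96.4 CPM. Ttr, among the most abundant transcripts of that tissue, was at 0.61 CPM in LC rat 4. The 5 tested genes of the list had a median log2 fold change of 0.0723 with a standard deviation of 0.49 between them, which decides nothing by itself.

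Chance could not be excluded for the gene counts. Of 100 splits of the 10 rats into 5 and 5, 57 gave at least the 82 genes of HC against LC (highest other 472), 50 gave at least 61 in 1 direction (highest other 426) and 83 at least 21 in the less frequent one (highest other 107); 26 gave over 2 times the real count. Counts simulated once with no gene changed gave 153, so a split near that number shows nothing by itself. The highest came from the split of HC rats 10, 11 and 15 and LC rats 12 and 14, the 5 lowest on the second component (−15.8 to −2.84), against the other 5 (−2.05 to 21.3), which points to structure among the rats other than the phenotype. The meningeal fibroblast list, looked at after the values were seen, parts the rats in the same way. Its median deviation was −0.62 to −0.38 in these 5 and 0.40 to 2.10 in the other 5 (log2 scale). What sets this component was not tested. At an adjusted p of 0.05 the splits decide nothing, because the real count is 0 and all 100 reach it (highest other 0). The camera p of the BBSome list was matched in 12 of 100 splits (0.0031, lowest other 0.00022), so that chance cannot be excluded for it either.

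Of the HC rats, HC rat 16 was at 3.13 CPM for Cartpt (others 0.284 to 0.577) and 0.958 CPM for AABR07046778.1, HC rat 9 had 15.9% of its gene reads in introns (others 13.4 to 13.89%), and HC rat 15 had a mean of 0.481 over the cholinergic neuron list (others 0.730 to 0.775).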

How the results depend on the processing

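The settings without mitochondrial genes, without LC rats 2 and 4, with sample weights, and DESeq2 with no filter were chosen after seeing the data. No paired analysis was possible because HC and LC rats share no replicate number. No gene passed an adjusted p of 0.05 in any fit made here (246 genes at an unadjusted p under 0.05 by edgeR, 301 by DESeq2 and 182 by limma-voom), and 1 did with the authors' p-values over the tested genes. At the paper's criterion, where 82 genes were found (61 lower, 21 higher), leaving out each rat gave 68 to 183 genes (39 to 132 lower, 21 to 51 higher); no filter gave 288 (194 and 94), a mean of at least 50 counts 45 (37 and 8), limma-voom 46 (24 lower), the authors' p-values 148 (116 and 32) and DESeq2 with no filter 169 (124 and 45). Lower genes numbered 39 with library size alone (39 higher), 34 with the striatal score, 33 with the choroid plexus score and 38 with 1 surrogate variable, 35 without LC rats 2 and 4 (36 higher) and 35 by limma-voom with sample weights. Table 1 genes at an unadjusted p of 0.05, 7 in all, ranged from 3 to 12 over left-out rats, and were 4 with library size alone, limma-voom or 1 surrogate variable, 3 with either score, 16 by the authors' p-values and 2 without LC rats 2 and 4. Lists lower in HC numbered 2, or 0 to 3 over left-out rats, 1 with library size alone, gene reads, unique reads, the striatal score (synaptic vesicle release) or without LC rats 2 and 4 (microglia), and 0 with no filter, a mean of at least 50 counts, limma-voom, an estimated correlation or fry. Lists higher in HC numbered 0, or 0 to 1 over left-out rats, 1 with the choroid plexus score (meningeal fibroblasts), 1 surrogate variable or sample weights (glutamate receptors), and 2 without LC rats 2 and 4 (both of these). Beside the striatal and BBSome lists, the lists called over left-out rats were synaptic vesicle release (lower without HC rats 11 or 15 or LC rat 14), oligodendrocytes (lower without HC rat 9 or LC rat 2), immediate early genes (higher without HC rat 15) and glutamate receptors (higher without LC rat 2). Synaptic vesicle release was also lower with the choroid plexus score, and microglia and oligodendrocytes with 1 surrogate variable or sample weights. The adjusted p of the BBSome list ranged from 0.0083 to 0.343 over left-out rats, and was 0.230 with library size alone, 0.0535 with no filter, 0.0877 with a mean of at least 50 counts, 0.12 by limma-voom, 0.188 with gene reads, 0.189 with unique reads, 0.0806 with the striatal score, 0.455 with 1 surrogate variable, 0.942 with an estimated correlation, 0.970 with fry, 0.803 without LC rats 2 and 4 and 0.385 with sample weights. That of the striatal list ranged from 0.0027 to 0.925, the highest without LC rat 4 and with the direction turned, and was 0.0535 with no filter, 0.0877 with a mean of at least 50 counts, 0.0818 by limma-voom, 0.942 with an estimated correlation and 0.970 with fry; the direction also turned with the striatal score, which is made from this list (0.969), and without LC rats 2 and 4 (0.458). Without LC rats 2 and 4 the log2 fold change turned to 0.13 for Cartpt, 0.23 for Drd2 and 0.0130 for Nlgn1. Over 25 named genes and their alternatives, 543 of 688 values kept direction and side of an unadjusted p of 0.05, 96 no longer passed, 46 newly passed and 3 turned. HC and LC rats separated on none of the first 3 components with 500 or 2000 genes. A filter changes the number of genes tested; beyond that the cause of these changes was not tested. The list tests do not use dispersion or DESeq2, so those settings gave no list values. Genes near 1 CPM, such as Bbip1, Tshr and P2ry1, rest on few reads.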

Differences from the paper's values

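The paper gives 309 genes at its criterion, 227 lower and 82 higher in HC rats. The counts here were 82, 61 and 21. Of the alternatives set before the data were examined, no filter gave 288, 194 and 94, within 1.5 times of the paper's; all others lay further away, from 45 to 183 genes, including the authors' p-values over the 14135 tested genes (148, 116 and 32). In the authors' deposited table over all 18671 genes with reads, an unadjusted p under 0.05 with the same fold bound gives 309, 227 and 82, as in the paper. Of the 310 genes at the criterion read to its last digit, 162 were not tested here because the filter removed them. The other 148 had the same direction here, and 69 met the criterion here. The filter removes genes with reads in too few rats as well as genes of few reads. Among those removed were Sccpdh, with 220, 238 and 225 reads in LC rats 12, 14 and 2, and AABR07046778.1, with 17173 reads in LC rat 2.

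The paper's text gives a share of about 73% lower, and 74.4% was found. Its fold changes for Htr2c, Bbip1, Adora2a, Drd2, Gng7 and Ppp1r1b match those found here, as do those of the other Table 1 genes tested, to within 1.5 times.

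The paper lists all genes of Table 1 as differing. Of the 17 reported here, 16 were tested and 7 passed an unadjusted p of 0.05, namely Adora2a, Bbip1, Cend1, Fgf14, Pbx3, Penk and Ulk4. The authors' p-values call all 16. Of the 9 others, Nlgn1 and Ppp1r1b were called by no other alternative, Htr2c and Drd2 also without LC rat 13, and Snap25 also without LC rat 14. Gng7, Tshr and P2ry1 were called also by DESeq2 with and without the filter, the last of these chosen after seeing the values, and Gng7 and Tshr with DESeq2's size factors, unique reads (both), gene reads (Tshr) or no filter (Gng7). Gng7 and Tshr were called without mitochondrial genes, also chosen after seeing the values, and Tshr with 1 surrogate variable and with sample weights, the latter chosen after seeing the values. Cartpt was called with no filter, gene reads and unique reads. Leaving out single rats called Cartpt (HC rat 16, LC rats 12, 13, 14 or 2), Gng7 (LC rats 12, 13 or 14), P2ry1 (HC rat 9, LC rats 12 or 14) and Tshr (HC rats 10 or 15, LC rats 13 or 2). Drd3 was called with no filter, by edgeR and by DESeq2, on the reads of LC rats 2, 4 and 14. By its stated fold bound, 11 of the 17 genes qualify in the authors' deposited table; Fgf14, Gng7, Nlgn1, Ppp1r1b, Snap25 and Ulk4 lie under it. The legend of Table 1 states another bound, a fold change above 1.0, which all 17 pass. The fold changes printed in Table 1, read by eye, match those of the same gene in the authors' deposited table for all 17 genes. Of 16 p-values compared there, 8 match. The other 8, beside Htr2c, Adora2a, Bbip1, Cartpt, Cend1, Drd2, Drd3 and Gng7, match the p-value of another gene, the one at the same place when the genes of the table are put in alphabetical order. In the authors' deposited table the p-value is 0.031 for Htr2c, 0.0012 for Adora2a, 0.0463 for Bbip1 and 0.00037 for Cend1.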

Other observations

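Transcripts of 2 genes with the smallest p-values in the authors' deposited table were present in some rats and nearly absent from others, within and across the phenotypes. Sccpdh, an oxidoreductase-like gene on chromosome 13 of Rnor_6.0 (97941757 to 97963824), was at 18.1, 9.85 and 21.7 CPM in LC rats 12, 14 and 2 and at 0.0840 and 0.339 CPM in LC rats 13 and 4, with 0.174 to 0.577 CPM in HC rats. AABR07073045.1 was at 17.8 CPM in HC rats 9 and 11 and at 0 to 1.98 CPM in the other 8 rats. AABR07046778.1, on chromosome 5 (6373583 to 6373849), had 17173 reads in LC rat 2 and at most 11 in any other rat.

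The values per rat in this paragraph were examined after the list tests. Markers of the meninges varied between dissections of both phenotypes. The list's median lay 2.10 above the median of the other rats in HC rat 16, 1.703 in LC rat 4 and 1.55 in HC rat 9 (log2 scale), and between −0.62 and 0.50 in the other 7. Immediate early genes were lowest in HC rat 15 (−0.70) and LC rat 4 (−0.60) and highest in HC rat 11 (0.43). Their median log2 fold change between HC and LC rats was 0.11 (camera, adjusted p = 0.446), and the list was called higher in HC without HC rat 15 (median 0.20; camera, adjusted p = 0.0024). It was not called with any other single rat left out, where its median was −0.003 without LC rat 4 (adjusted p = 0.869), nor with an estimated correlation and all 10 rats (adjusted p = 0.942). Some rats of each phenotype had a second cue test before tissue was taken, and its part in these values was not tested.

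Other lists had no called change by camera on log2 CPM of the TMM-scaled exon reads of all 10 rats (adjusted over the 22 lists). Their median log2 fold changes, each with its range over single rats left out, were −0.01 for glucocorticoid response (−0.05 to 0.07), with no member of 14 past an unadjusted p of 0.05, −0.02 for the dopamine system (−0.17 to 0.0005), −0.03 for neuropeptides (−0.08 to −0.01), 0.21 for blood (−0.001 to 0.33), −0.37 for 3 tested cholinergic neuron genes (−0.59 to −0.11), −0.20 for ependyma (−0.32 to −0.01), −0.10 for upper (−0.17 to 0.02) and −0.05 for deep layer neurons (−0.16 to 0.03), −0.06 for vascular cells (−0.18 to 0.08), −0.02 for oligodendrocytes (−0.14 to 0.06) and 0.25 for meningeal fibroblasts (−0.21 without HC rat 16 to 0.81 without LC rat 4). The oligodendrocyte list was called lower in HC without HC rat 9 (camera, adjusted p = 0.0013), without LC rat 2 (0.047), with 1 surrogate variable (0.030) and with sample weights (0.0077), but not with an estimated correlation (0.942) or by fry (0.970), both with all 10 rats. Among the glucocorticoid response genes, Fkbp5 was at 38.8 ± 4.2 CPM in HC and 38.6 ± 2.1 CPM in LC rats (SD, n = 5 each).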
